A study of Mus musculus with 14 samples.

How the data were processed

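Bone marrow cells of endothelial reporter mice, in which Cre recombinase under the Cdh5 promoter switches on the red fluorescent protein tdTomato, were sorted by the authors as lineage-negative, CD45-negative and tdTomato-positive, per the labels. RNA was extracted with a Qiagen kit for small samples, amplified as full-length cDNA with the SMART-Seq v4 low-input kit and made into libraries by tagmentation with the Nextera XT kit, per the labels' protocols. The 14 libraries fell into 4 groups by their treatment label: untreated (4 libraries), total body irradiation (TBI, 5 libraries, 500 cGy from a caesium source), radioimmunotherapy with a non-targeting IgG (IgG RIT, 3 libraries, 20 µCi) and radioimmunotherapy targeted to CD45 (CD45 RIT, 2 libraries, 20 µCi). Cells were harvested 8 days after treatment. Replicate numbers were taken from the labels; TBI replicate 2 was not analysed here.

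The authors deposited 1 table of whole-number counts per gene for 55335 genes, with gene identifiers, names, types and coordinates, and no normalization was applied to these counts as far as the values show. Neither the labels nor the header of the deposited table state the aligner, the counter, whether strand was used, how reads shared between similar genes were assigned, or the genome build. The coordinates were compared with GENCODE release M21 (GRCm38): 54587 gene identifiers matched and 54587 of these had the same chromosome, start, end and strand, so coordinates are given on GRCm38. Columns were assigned to samples by the library name in the labels, and 0 sample columns were left unassigned. SMART-Seq libraries carry no molecular identifiers, so repeated amplification products were counted as separate reads, and the intervals and detection floors given here cover counting error only.

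The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the group labels (minimum count 10, minimum total count 15), which left 21509 genes. Library sizes were scaled with TMM factors. A quasi-likelihood model with 1 coefficient per group was fitted to all 14 libraries with robust dispersion estimates (glmQLFit and glmQLFTest), and 6 contrasts between groups were tested. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and genes with an adjusted p under 0.05 were called. Standard errors (SE) of log2 fold changes were obtained as the size of the log2 fold change divided by the square root of the F statistic. CPM values of single genes were computed on the TMM-scaled library size, and summed CPM values of gene lists on the total count. A floor of 3 counts was taken as the smallest signal a library can show; where all libraries of a group were at or under it, the fold change is given as a lower bound against the floor.

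Gene lists were written by hand before the data were examined: 10 lists of biological processes and vessel types and 6 lists of marker genes of other marrow cells. They were tested with camera of limma 3.58.1 with a fixed inter-gene correlation of 0.01, and adjusted over 60 tests for the 10 lists and over 36 tests for the 6 lists. The median log2 fold change given for a list is over its tested genes. Similarity of responses was the Pearson correlation across genes of 2 treatments' log2 fold changes against untreated, on log2 CPM with a prior count of 2, averaged over the 6 ways of giving each treatment its own pair of untreated libraries, so that no library was shared. Genes are not independent replicates, and this correlation is a description. Principal components were computed on the same log2 CPM values. Binomial 95% intervals of shares are Wilson intervals.

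Genes named in the text were chosen by a rule fixed before the data were examined: in each contrast, among called genes with a mean log2 CPM of at least 3 and no overlap between the groups' libraries, the 3 with the largest rise and the 3 with the largest fall, leaving out predicted genes and pseudogenes; to these were added the sort markers Cdh5, Pecam1 and Ptprc (the gene of CD45) and the p53 target genes Cdkn1a, Mdm2 and Ccng1. Each of the 10 process lists past the threshold is named; lists of other marrow cells are named in part.

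The fitting steps were tested on simulated counts drawn with the gene means, dispersions and library sizes of these libraries, over 21509 genes. With 200 changed genes in the TBI group, 117 were called with the right sign, among them 80.6% of those changed 32-fold and 39.3% of those changed 4-fold, with 2 false calls. With 200 changed genes in the CD45 RIT group, 82 were called, among them 73.1% of those changed 32-fold and 13.1% of those changed 4-fold, with 3 false calls. With no changed genes, 1 simulation gave 0 called genes in each of the 6 comparisons, and 963 to 1016 had an unadjusted p under 0.05. A planted 4-fold change of the p53 list was found, and 0 other lists passed. Genes were drawn independently, with 1 dispersion per gene for all libraries. In the data the 2 CD45 RIT libraries correlated at 0.673, against at least 0.906 between replicates of other groups. The simulations therefore do not show how many false calls arise where groups differ in spread, as in the comparisons with CD45 RIT, or where genes of a list vary together.

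Alternatives fixed before the data were examined were median-of-ratios (RLE) factors, no scaling beyond library size, no filter, a stricter filter (at least 10 counts in at least 7 libraries), DESeq2 1.42.0, limma-voom with sample quality weights, a fit of only the groups compared, the replicate number as a block, a covariate scoring the haematopoietic list, an estimated inter-gene correlation, the rotation test fry, another prior count, rank correlation and leaving out each library in turn. Covariates for sex and for the erythroid list score were added after the data were seen. Replicate numbers are shared between groups in the labels, which do not say that same-numbered mice were paired.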

Results

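Gene expression was measured by RNA sequencing in 14 libraries of mouse bone marrow cells sorted with an endothelial Cdh5-driven tdTomato reporter. The groups addressed how cells of the marrow niche differ 8 days after external irradiation and after radioimmunotherapy, in which an antibody carries a radionuclide, either to CD45-bearing blood cells (CD45 RIT, n = 2) or without a target (IgG RIT, n = 3). TBI mice (n = 5) had received 500 cGy, RIT mice 20 µCi, and untreated mice (n = 4) served as controls. Total counts were 27147900 ± 2902610 (SD, n = 4) in untreated, 21829400 ± 3699430 (SD, n = 5) in TBI, 22459300 ± 697131 (SD, n = 3) in IgG RIT and 25071800 ± 2477150 (SD, n = 2) in CD45 RIT libraries, and ranged from 16412800 in TBI replicate 6 to 31077600 in untreated replicate 1. The floor of 3 counts corresponded to between 0.0965 and 0.183 CPM. CD45 RIT replicate 2 had counts for 17700 genes and CD45 RIT replicate 1 for 20994 genes, while the other 12 libraries had counts for at least 21660 genes.

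Replicates were compared before averaging. Correlations across genes of log2 CPM between replicates ranged from 0.906 to 0.944 in untreated, from 0.911 to 0.979 in TBI and from 0.917 to 0.922 in IgG RIT libraries, and the 2 CD45 RIT libraries correlated at 0.673. The chi-square statistic per gene of the closest pair was 15.9, so no pair was close enough to be repeated counts of 1 library, and each was counted as 1 replicate. The statistic takes reads as independent, so it does not tell whether 2 libraries came from 1 sample. The first principal component held 43.7% of the variance and separated both CD45 RIT libraries, at 189 and 482, from the other 12, which lay between -81.5 and -25.9. On the second component (17.2%) TBI replicate 6 lay at -118, between IgG RIT libraries at -151 and -98.1, while the other 4 TBI libraries lay between 13.9 and 25.4. TBI replicate 6 correlated with the IgG RIT libraries at 0.929 to 0.932 and with the other TBI libraries at 0.911 to 0.923.

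**Figure D1:**
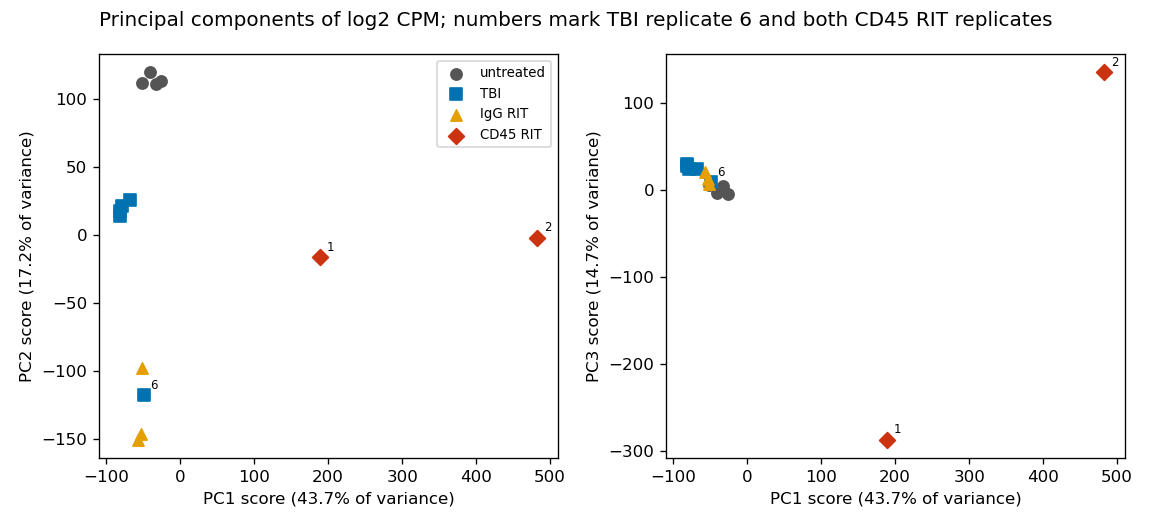
Principal component scores of the 14 libraries on log2 CPM of 21509 genes, with the first component (43.7% of the variance) on the horizontal axes and the next components (17.2% and 14.7%) on the vertical axes; each point is a library and marker shape gives the group. The CD45 RIT libraries lie apart from the other 12 and from each other, and TBI replicate 6 lies among the IgG RIT libraries.

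The labels give no sequencing batch. Their library numbers ran from 1 to 9 for the untreated libraries and TBI replicates 1, 3, 4 and 5, and from 10 to 16 for TBI replicate 6 and all RIT libraries. TBI and untreated could be compared within the lower numbers, where 826 genes were called against 926 with TBI replicate 6 included. No RIT library had a number under 10 and no untreated library a number of 10 or more. In RIT against untreated, number and treatment could be told apart only through TBI replicate 6, and no such fit was run. CD45 RIT and IgG RIT both had numbers of 10 or more. A split at 10 therefore does not account for the 8108 genes called between them.

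The sort markers were examined first. Cdh5 (ENSMUSG00000031871.9, GRCm38 chromosome 8, 104101625 to 104144511), whose promoter drives the reporter, had between 0 and 6 counts in untreated libraries, between 0 and 5 in TBI libraries and 0 in every RIT library, and did not pass the expression filter. Pecam1 (ENSMUSG00000020717.19, chromosome 11, 106654217 to 106750628) averaged 44.3 ± 16.5 CPM (SD, n = 4) in untreated, 17.9 ± 9.79 CPM (SD, n = 5) in TBI, 6.10 ± 2.72 CPM (SD, n = 3) in IgG RIT and 0.279 ± 0.123 CPM (SD, n = 2) in CD45 RIT libraries. Against untreated, the Pecam1 log2 fold change was -1.30 in TBI (SE 0.52, adjusted p 0.202), -2.86 in IgG RIT (SE 0.67, adjusted p 0.0140) and -7.30 in CD45 RIT (SE 1.03, adjusted p 3.04e-04). With the haematopoietic score as a covariate these changes were 0.32, 0.23 and 0.22, and none was called. Untreated scores (6.88 to 7.07) all lay above those of treated libraries (at most 6.07). Here and below, a change lost under this covariate therefore does not show that cell mixture caused it. Ptprc, which encodes the CD45 antigen used to exclude blood cells, averaged 72.8 ± 17.8 CPM (SD, n = 4), 31.1 ± 15.8 CPM (SD, n = 5), 10.4 ± 5.19 CPM (SD, n = 3) and 16.0 ± 22.5 CPM (SD, n = 2) in the same order of groups, with 1 count in CD45 RIT replicate 1 and 662 in replicate 2, and was not called against untreated in any treatment (adjusted p 0.565, 0.119 and 0.216).

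Lists of marker genes were summed in each library. The endothelial list, of which 15 of 20 genes passed the filter, summed to 254 ± 24.2 CPM (SD, n = 4) in untreated, 138 ± 54.2 CPM (SD, n = 5) in TBI, 45.6 ± 16.3 CPM (SD, n = 3) in IgG RIT and 197 ± 122 CPM (SD, n = 2) in CD45 RIT libraries. The haematopoietic list summed to 3413 ± 206, 1366 ± 633, 431 ± 150 and 215 ± 27.6 CPM, and the neutrophil list to 10904 ± 1078, 634 ± 430, 686 ± 113 and 9.90 ± 6.61 CPM in the same order. The erythroid list summed to 12654 ± 2561 CPM in untreated and 137161 ± 3960 CPM in IgG RIT libraries; in TBI it lay between 25680 and 44495 CPM in 4 libraries and at 175516 CPM in replicate 6, and in CD45 RIT it was 191798 and 47412 CPM. The stromal list summed to 2154 ± 679 CPM in untreated, 403 ± 101 CPM in TBI, 416 ± 113 CPM in IgG RIT and 15534 ± 6546 CPM in CD45 RIT libraries. By camera, the stromal list was lower than in untreated after TBI (median log2 fold change -2.23, adjusted p 9.1e-19) and after IgG RIT (-1.64, adjusted p 4.66e-04), and higher after CD45 RIT (3.56, adjusted p 1.11e-12). The erythroid list was higher after TBI (2.67, adjusted p 6.37e-07), IgG RIT (4.03, adjusted p 2.7e-09) and CD45 RIT (2.49, adjusted p 0.0163). The mean log2 CPM of this list was 8.46 to 9.25 in untreated libraries. It was 11.9 in CD45 RIT replicate 1 and 6.84 in replicate 2. On that measure the CD45 RIT rise rests on replicate 1 alone. Haematopoietic genes were lower after TBI (-1.23, adjusted p 1.28e-07), IgG RIT (-2.65, adjusted p 1.33e-07) and CD45 RIT (-4.20, adjusted p 4.9e-09). The neutrophil list was lower after TBI (-0.69, adjusted p 0.0129) and CD45 RIT (-7.97, adjusted p 3.14e-04) and did not pass the threshold after IgG RIT (0.97, adjusted p 0.820), although its sum fell. These marker lists were tested only with the fixed inter-gene correlation of 0.01. Estimated correlations were used for the 10 process lists alone, so the adjusted p-values of the marker lists may be too small.

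**Figure D2:**
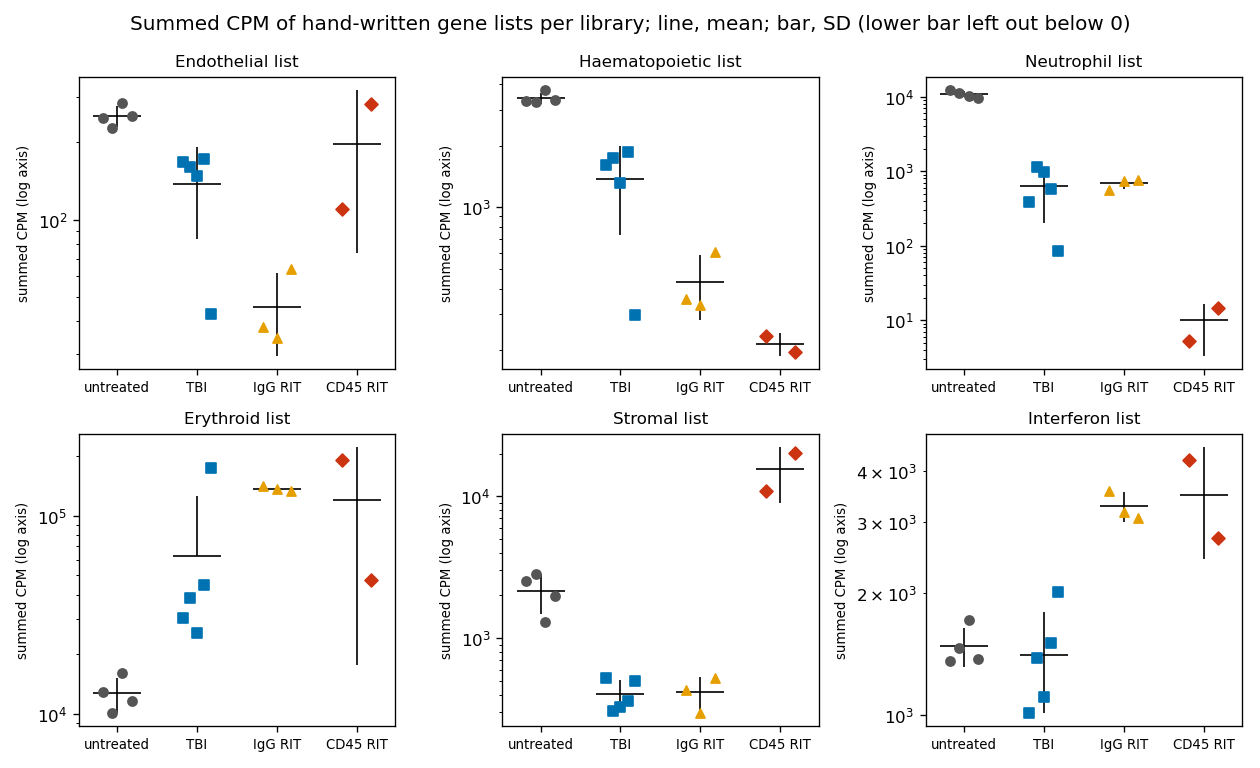
Summed CPM of 6 hand-written gene lists in each library on log axes, by group; points are libraries, horizontal lines are group means and vertical bars are 1 SD, with the lower bar left out where it would pass below 0. Erythroid sums were at most 16089 CPM in untreated and at least 133667 CPM in IgG RIT libraries, and stromal sums were at least 10905 CPM in CD45 RIT and at most 2844 CPM in untreated libraries.

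TBI was compared with untreated mice first. Of 21509 genes tested, 926 were called, 198 higher and 728 lower after TBI. With the haematopoietic score as a covariate 136 genes were called, 109 of them among the 926. Groups did not overlap for 894 of the called genes, and for 19.1% of all tested genes, where chance gives 1.59%. Among the largest rises were Plek2 (ENSMUSG00000021118.7, chromosome 12, 78888691 to 78906964), from 2.62 ± 1.31 CPM (SD, n = 4) to 115 ± 82.1 CPM (SD, n = 5), with a log2 fold change of 5.46 (SE 1.20, adjusted p 0.0248), and Erfe, an erythroid hormone gene, with 4.93 (SE 1.25, adjusted p 0.0455). Apol11b rose by 4.92 (SE 0.94, adjusted p 0.0128); it belongs to a family of similar genes, and its reads may not be assigned uniquely. The largest falls were in Cd34 (ENSMUSG00000016494.9, chromosome 1, 194938819 to 194961279), from 237 ± 41.2 to 6.45 ± 3.14 CPM with a log2 fold change of -5.20 (SE 0.41, adjusted p 5.41e-04), Bcl2 (-4.16, SE 0.94, adjusted p 0.0280) and Mpo (-4.12, SE 0.59, adjusted p 0.00300). Of the 10 process lists, 6 passed: proliferation (median log2 fold change 0.85, adjusted p 1.79e-11) and p53 targets (0.35, adjusted p 0.0493) were higher, and sinusoidal (-1.06, adjusted p 0.0439), angiocrine (-2.62, adjusted p 1.31e-08), inflammation and adhesion (-1.47, adjusted p 2.91e-06) and mesenchymal transition genes (-1.57, adjusted p 3.51e-04) were lower. With the inter-gene correlation estimated for each list, 3 lists passed, and proliferation (adjusted p 0.181), sinusoidal (0.104) and p53 targets (0.185) did not. The p53 list also did not pass without TBI replicate 6 (median 0.25, adjusted p 0.106).

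IgG RIT, which delivers radiation without a cellular target, gave 3536 called genes against untreated, 1236 higher and 2300 lower. Plek2 rose by 6.09 on the log2 scale (SE 1.27, adjusted p 0.00857), Apol11b by 5.43 (SE 1.00, adjusted p 0.00525) and Nacad by 5.41 (SE 1.32, adjusted p 0.0173). Mcpt8 changed by -5.70 (SE 1.22, adjusted p 0.00974), Epx by -5.32 (SE 1.29, adjusted p 0.0169) and Ccl6 by -5.25 (SE 0.61, adjusted p 0.00143). Mcpt8 and Epx varied between IgG RIT libraries, with 15 to 1349 counts and 1 to 342 counts. Of the 10 process lists, 7 passed: proliferation (1.35, adjusted p 1.86e-14), interferon response (0.64, adjusted p 0.00931) and oxidative stress (0.42, adjusted p 0.0218) were higher, and endothelial identity (-1.90, adjusted p 0.0266), angiocrine (-1.21, adjusted p 0.0363), inflammation and adhesion (-1.40, adjusted p 0.00221) and mesenchymal transition (-1.45, adjusted p 0.00593) were lower. None of these 7 passed with estimated inter-gene correlations, when 2 lists had an unadjusted p under 0.05.

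CD45 RIT, represented by 2 libraries, gave 7116 called genes against untreated, 3115 higher and 4001 lower. In 1880 of the lower genes (47.0%) both CD45 RIT libraries were at or under 3 counts. Lpl (ENSMUSG00000015568.16, chromosome 8, 68880491 to 68907448) rose from 116 ± 27.1 CPM (SD, n = 4) to 7714 ± 1811 CPM (SD, n = 2), a log2 fold change of 6.06 (SE 0.50, adjusted p 8.46e-06). Apol11b rose by 6.13 (SE 1.06, adjusted p 0.00113), with 4001 and 41003 counts in the 2 libraries, and Fn1 by 5.72 (SE 0.82, adjusted p 3.3e-04), with 2133 and 17607 counts. Cd34 had 0 counts in both CD45 RIT libraries and was at least 1298-fold lower than in untreated (adjusted p 6.21e-06). Prss34 was at least 22902-fold lower (adjusted p 0.00334), and Mpo, with 1 and 4 counts against 203739 to 315712 in untreated libraries, changed by -15.74 (SE 1.47, adjusted p 1.78e-05). Of the 10 process lists, 7 passed: p53 targets (2.36, adjusted p 1.47e-09), interferon response (2.12, adjusted p 3.55e-08), sinusoidal (3.28, adjusted p 2.43e-05), angiocrine (3.87, adjusted p 3.97e-05), inflammation and adhesion (2.17, adjusted p 0.00233) and mesenchymal transition (3.20, adjusted p 1.12e-06) were higher, and proliferation (-1.21, adjusted p 0.00100) was lower. The endothelial identity list did not pass (-0.30, adjusted p 0.658). It passed as lower with the rotation test fry (adjusted p 0.0336). It did not pass with RLE factors (0.544), no filter (0.677), the replicate number as a block (0.421) or estimated inter-gene correlations (0.774). With estimated inter-gene correlations 4 of the 7 passed, and proliferation (adjusted p 0.495), angiocrine (0.0923) and inflammation and adhesion (0.113) did not. The CD45 RIT libraries had 0 counts of Cdh5 and 4 and 6 counts of Pecam1. Their stromal list was higher than in untreated (median log2 fold change 3.56), IgG RIT (5.24) and TBI libraries (6.06). In all 3 comparisons the higher sinusoidal and angiocrine lists can therefore not be assigned to endothelial cells.

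**Figure D3:**
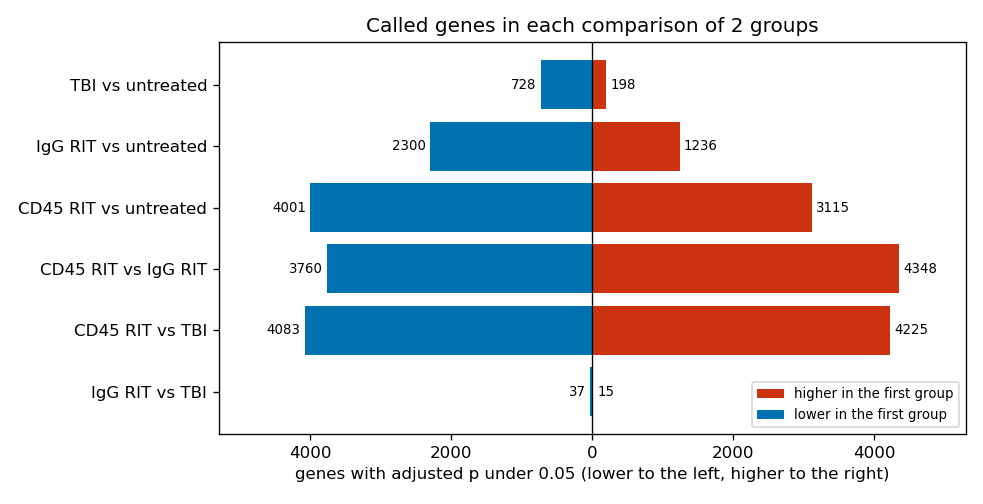
Number of genes with an adjusted p under 0.05 in each of the 6 comparisons, with genes lower in the first-named group as bars to the left and genes higher as bars to the right. The 3 comparisons with CD45 RIT had from 7116 to 8308 called genes, and IgG RIT against TBI had 52. The last count depended on the fit, with 12 under the haematopoietic score covariate and 6447 under voom with quality weights.

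The p53 target genes were examined as markers of a DNA damage response. Cdkn1a (ENSMUSG00000023067.14, chromosome 17, 29090976 to 29100727) averaged 31.9 ± 6.58 CPM (SD, n = 4) in untreated, 55.6 ± 34.6 CPM (SD, n = 5) in TBI, 39.4 ± 7.21 CPM (SD, n = 3) in IgG RIT and 743 ± 272 CPM (SD, n = 2) in CD45 RIT libraries. Its log2 fold change against untreated was 4.54 in CD45 RIT (SE 0.47, adjusted p 3.44e-05), 0.80 in TBI (SE 0.37, adjusted p 0.270) and 0.30 in IgG RIT (SE 0.41, adjusted p 0.648); the IgG RIT change was -0.22 without scaling factors. The TBI change ranged from 0.35 to 0.98 across fits that each left out 1 replicate. TBI replicate 6 had 115 CPM of Cdkn1a, against 26.7 to 51.2 CPM in the other TBI libraries. The haematopoietic score as a covariate gave Cdkn1a changes of 0.81 in CD45 RIT, -0.25 in TBI and -1.25 in IgG RIT, none of them called. Per count of the summed stromal list Cdkn1a in the lower CD45 RIT library was 0.959 times that of the highest untreated library. This sets the lowest CD45 RIT value (0.0355) against the highest untreated value (0.0370), so it does not exclude a rise over the remaining untreated libraries. Mdm2 changed by 1.74 (SE 0.21, adjusted p 1.04e-04) and Ccng1 by 2.34 (SE 0.22, adjusted p 1.89e-05) in CD45 RIT. With the covariate, the CD45 RIT changes of Mdm2 (0.97) and Ccng1 (3.19) were not called. In TBI, Mdm2 changed by 0.52 (SE 0.17, adjusted p 0.116) and Ccng1 by 0.69 (SE 0.18, adjusted p 0.0530), and in IgG RIT by 0.56 (SE 0.20, adjusted p 0.0688) and -0.23 (SE 0.21, adjusted p 0.472). In TBI, Ccng1 was called with RLE factors (0.81, adjusted p 0.0268) and DESeq2 (0.81, adjusted p 4.75e-05) and Mdm2 with DESeq2 (0.65, adjusted p 0.0118). In IgG RIT, Mdm2 was called with RLE factors (0.76, adjusted p 0.0378) and DESeq2 (0.76, adjusted p 0.00397), but its change was 0.04 (adjusted p 0.912) without scaling factors and 0.24 (adjusted p 0.806) with the covariate. In TBI neither gene was called without scaling factors, with the covariate or with the replicate number as a block. The IgG RIT change of Ccng1 was 0.12 with the covariate and -0.75 without scaling factors, where it was called. Of the 30 listed p53 targets, 21 were called in CD45 RIT (19 higher, 2 lower), 8 in IgG RIT (6 higher, 2 lower) and 0 in TBI, where 9 had an unadjusted p under 0.05. Adjusted over the list alone, 24 (22 higher), 11 (7 higher) and 2 (both higher) were called.

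**Figure D4:**
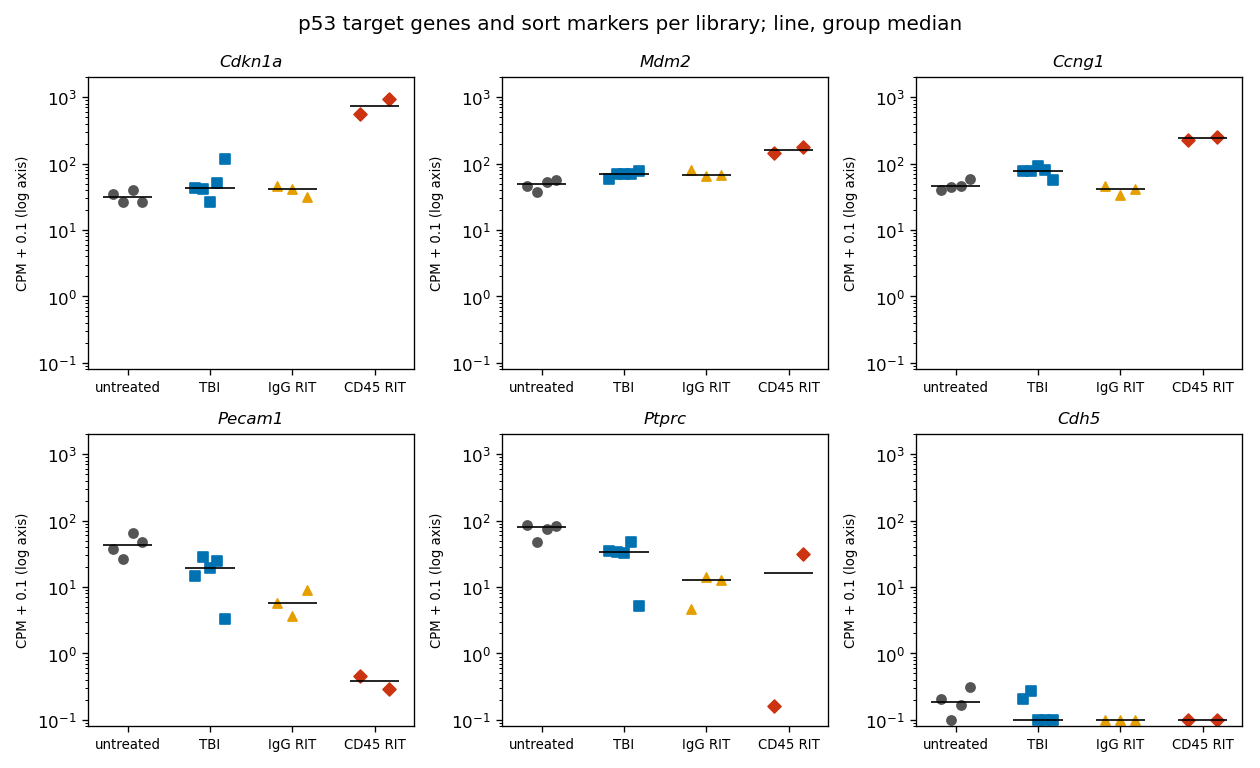
CPM plus 0.1 of 3 p53 target genes and 3 sort markers in each library on log axes; points are libraries and horizontal lines are group medians. Cdkn1a had 9030 and 19439 counts in the CD45 RIT libraries and at most 1608 in TBI libraries, and Cdh5 had at most 6 counts in any library.

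CD45 RIT and IgG RIT, which gave the same activity with and without a target, differed in 8108 genes, 4348 higher and 3760 lower after CD45 RIT. Car3 was higher by 8.38 (SE 0.74, adjusted p 1.06e-05), Gas6 by 7.31 (SE 0.97, adjusted p 1.49e-04) and Lpl by 7.09 (SE 0.59, adjusted p 7.16e-06). Pdia2, Tac2 and Rassf7 had 0 counts in both CD45 RIT libraries and were at least 638-fold, 385-fold and 307-fold lower (adjusted p 8.7e-07, 2.12e-05 and 1.95e-06). The 7 lists that passed were p53 targets (1.96, adjusted p 1.03e-05), interferon response (1.63, adjusted p 0.00127), sinusoidal (4.87, adjusted p 1.91e-05), angiocrine (4.89, adjusted p 1.07e-05), inflammation and adhesion (3.34, adjusted p 4.21e-05) and mesenchymal transition (5.70, adjusted p 7.08e-08), which were higher, and proliferation (-2.74, adjusted p 1.79e-11), which was lower. Of these, 5 passed with estimated inter-gene correlations, and interferon response and proliferation (adjusted p 0.181 each) did not. Of the p53 targets, 17 were called.

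CD45 RIT and TBI differed in 8308 genes, 4225 higher and 4083 lower after CD45 RIT. Bmp4 was higher by 9.19 (SE 0.95, adjusted p 1.71e-05), Gas6 by 8.96 (SE 0.82, adjusted p 7.11e-06) and Lpl by 8.70 (SE 0.50, adjusted p 5.04e-07). Pdia2, Pou2af1 and Parvg had 0 counts after CD45 RIT and were at least 486-fold, 480-fold and 420-fold lower (adjusted p 3.94e-07, 3.22e-04 and 1.47e-06). The same 7 lists passed in the same directions, with median log2 fold changes of 1.74 for p53 targets (adjusted p 1.97e-06), 2.23 for interferon response (adjusted p 3.55e-08), 4.53 for sinusoidal (adjusted p 1.01e-05), 6.60 for angiocrine (adjusted p 1.13e-07), 2.95 for inflammation and adhesion (adjusted p 1.35e-05), 5.51 for mesenchymal transition (adjusted p 2.8e-08) and -2.10 for proliferation genes (adjusted p 1.13e-07). Estimated inter-gene correlations left 5, without proliferation (adjusted p 0.272) and inflammation and adhesion (0.0578).

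IgG RIT and TBI differed in 52 genes, 15 higher and 37 lower after IgG RIT, and 3984 genes had an unadjusted p under 0.05. Without TBI replicate 6, 2025 genes were called, including all 52. The count depended strongly on the fit. It was 850 with only the 2 groups fitted, 2097 with DESeq2 and 6447 with voom and quality weights. Other settings with all libraries gave from 12 (haematopoietic score as a covariate) to 203 (library size only). A count of 52 therefore does not show that the 2 treatments were nearly the same. Irf7 (ENSMUSG00000025498.15, chromosome 7, 141262706 to 141266481) averaged 174 ± 17.6 CPM (SD, n = 3) in IgG RIT and 33.6 ± 11.2 CPM (SD, n = 5) in TBI libraries and was higher by 2.37 (SE 0.29, adjusted p 0.0176). Ifi27 was higher by 1.62 (SE 0.24, adjusted p 0.0180) and the noncoding RNA Malat1 by 1.57 (SE 0.27, adjusted p 0.0383). Ccl6 changed by -2.96 (SE 0.54, adjusted p 0.0489), Fabp5 by -2.01 (SE 0.27, adjusted p 0.0176) and Gdf3 by -2.00 (SE 0.32, adjusted p 0.0333). Interferon response (0.84, adjusted p 8.74e-07), proliferation (0.59, adjusted p 4.8e-06) and angiocrine genes (1.27, adjusted p 0.0101) were higher after IgG RIT. None of these 3 passed with estimated inter-gene correlations, when 1 list had an unadjusted p under 0.05. The angiocrine median ranged from 0.105 to 1.77 across fits that each left out 1 replicate. Its sum was 672 CPM in IgG RIT replicate 3, 288 and 248 CPM in replicates 1 and 2, and 144 to 294 CPM in TBI libraries.

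The 3 responses were then compared with each other. Of the 926 genes called after TBI, 664 were called after IgG RIT, all in the same direction, and 664 after CD45 RIT, 234 in the same direction and 430 in the opposite direction. IgG RIT and CD45 RIT shared 1768 called genes, 1110 in the same direction. A total of 450 genes were called in all 3 comparisons, 204 of them in the same direction. All 3 comparisons used the same 4 untreated libraries, which favours shared calls in the same direction. The overlap expected from this sharing alone was not computed, so these counts are a description. Over 21509 genes, log2 fold changes correlated at 0.545 between TBI and IgG RIT (0.481 to 0.587 over the 6 divisions of the untreated libraries), at -0.0437 between TBI and CD45 RIT (-0.0865 to -5.28e-04) and at 0.0941 between IgG RIT and CD45 RIT (0.0668 to 0.127). With all 4 untreated libraries used for both treatments, the correlation of TBI with IgG RIT was 0.739.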

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

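The tests of why TBI replicate 6 differed and of mixed sexes were all chosen after the results were seen. A library was singled out when it was the highest or lowest of its group and its gap to the nearest library, divided by the range of the group, exceeded Dixon's 95% critical value. This happens by chance in about 1 of 20 tests, or 2.6 of the 52 measures tested in untreated and in TBI libraries. The IgG RIT and CD45 RIT groups, with 3 and 2 libraries, were too small for this rule and were not searched. In untreated libraries 3 measures met it, and in TBI libraries 13, of which 12 concerned TBI replicate 6. The measures are not independent of each other.

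TBI replicate 6 was the highest of the 5 TBI libraries in the share of counts from 4 haemoglobin genes (gap over range 0.881), at 15.7% (Wilson 95% interval 15.6 to 15.7%) against 2.05% to 3.66% in the other 4, and in the share of its 10 most abundant genes (0.878), at 20.8%. It was also highest in the summed erythroid list (0.714) and the oxidative stress list (0.800). It was the lowest in the endothelial list (0.894), the inflammation and adhesion list (0.810), the haematopoietic list (0.807) and the B cell list (0.748), and in Bcl2 (0.917), Pou2af1 (0.8565), Parvg (0.797) and Ptprc (0.825).

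A mixture with more erythroid cells or their RNA is a candidate explanation. Of the 10 erythroid-list genes that differed by at least 0.5 (log2) between IgG RIT and the other TBI libraries, 100% lay nearer the IgG RIT mean in TBI replicate 6. This library was singled out partly by its erythroid sum, so that value restates the pattern and decides nothing. A mislabelled sample was tested with 2 other lists, which gave different answers. Of 27 interferon-list genes, 13 (48.15%) lay nearer the IgG RIT mean, and of the 2025 genes called between IgG RIT and the other 4 TBI libraries, 2024 are among the 21509 tested in all libraries, and 1703 (84.14%) of these did. With each IgG RIT library held out in turn and TBI replicate 6 in no group, 86.3%, 87.8% and 76.1% of called genes lay nearer the IgG RIT mean in the held-out library and 79.05%, 81.1% and 81.9% in TBI replicate 6, which had the higher share in 1 of 3 fits. For interferon-list genes the shares were 85.7%, 82.1% and 77.8% against 42.9%, 50.0% and 48.1%. The interferon-list shares argue against a mislabelled IgG RIT sample for those genes, and the shares of called genes do not decide it. The departure of TBI replicate 6 from other TBI libraries correlated across genes with that of IgG RIT at 0.579, against -0.0503 to 0.0430 for the other TBI libraries; genes are not independent replicates. A difference between library batches was examined through the library numbers. All 6 libraries numbered 10 or more, TBI replicate 6 among them, had an erythroid sum above each of the 8 libraries with lower numbers. Of these 6, 5 were RIT libraries. Number and treatment could therefore be told apart only through TBI replicate 6, the library in question. This test also reuses the erythroid sum, and by the mean log2 CPM of the erythroid list CD45 RIT replicate 2, at 6.84, was the lowest of the 14 libraries, so the order by number does not hold for that measure. Erythroid mixture and a library batch remain, and the pattern cannot be told apart from them. A mislabelled sample is not excluded either, although the interferon-list genes argue against it. No biological explanation was tested, since the labels place this library with the other TBI libraries.

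The other 4 results were the low Gas6 value of TBI replicate 5 (0.740), the low arteriolar list (0.883) and low Plek2 (0.850) of untreated replicate 2, and the high megakaryocyte and platelet list (0.867) of untreated replicate 1. Untreated libraries gave 3 of these, near the 2.6 that chance gives, and no explanation was tested for them.

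The labels give no sex. In 7 of the 14 libraries the counts of 4 Y-linked genes exceeded those of Xist. These 7 had 1995 to 6997 Y-linked and 0 to 97 Xist counts, and the other 7 had 0 to 5 Y-linked and 3072 to 5271 Xist counts. Y-linked counts were the larger in 2 of 4 untreated, 2 of 5 TBI, 1 of 3 IgG RIT and 2 of 2 CD45 RIT libraries. Mixed or pooled sexes within a library were tested, and 0 libraries had both Xist and Y-linked counts above 10% of the highest library. The pattern is in line with mice of both sexes, each library from 1 sex, as a hypothesis.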

How the results depend on the processing

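The 6 counts of called genes were recomputed in 102 alternative fits: 57 lay within 1.5 times the reported count and 45 did not. The model mattered in both directions. DESeq2 called 2485 genes in TBI against untreated, 5942 in IgG RIT against untreated and 2097 in IgG RIT against TBI. In the order of the report (TBI, IgG RIT and CD45 RIT against untreated, CD45 RIT against IgG RIT, CD45 RIT against TBI, IgG RIT against TBI), voom with quality weights called 4212, 8428, 1473, 3064, 2320 and 6447 genes. It gave the CD45 RIT libraries weights of 0.121 and 0.174, the lowest of the 14. Fitting only the groups compared called 3251, 6662, 3995 and 2217 genes in the first 4 comparisons and 850 in IgG RIT against TBI. Library size without scaling factors called 203 genes in IgG RIT against TBI. The cause of these differences was not tested.

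The haematopoietic score as a covariate called 136, 22, 210, 2498, 945 and 12 genes in the same order. The erythroid score, a covariate chosen after seeing the data, called 632, 107, 10488, 6558, 9418 and 53. The haematopoietic score was 6.88 to 7.07 in untreated, 3.93 to 6.07 in TBI, 4.15 to 4.97 in IgG RIT and 0.0395 to 1.69 in CD45 RIT libraries, so the score separates untreated and CD45 RIT from the other groups, while TBI and IgG RIT overlap. A call lost under it therefore does not show that cell mixture caused the result.

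With the replicate number as a block (replicate block), 38, 2063, 4062, 5098 and 3756 genes were called in the first 5 comparisons and 69 (47 higher, 22 lower) in IgG RIT against TBI, of which 10 are among the 52. The labels do not state pairing. The residuals of same-numbered libraries correlated across genes at 0.0693, 0.0400, 0.0261, 0.00770, -0.0896 and 0.0167 on average, so little was shared within a number, and a call lost under the block is not evidence of a smaller effect.

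Across fits that each left out 1 replicate of the groups compared, the counts ranged from 422 to 826, 1775 to 2564, 5840 to 6494, 6359 to 6733, 6981 to 8159 and 2 to 2025. The value of 2025 was without TBI replicate 6. Where CD45 RIT was left with 1 library, no calls were made, and those fits gave values only.

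Scaling moved the balance of directions. In IgG RIT against untreated, 1236 of 3536 called genes were higher, 1549 of 3315 with RLE factors and 735 of 5061 with library size only. In CD45 RIT against untreated the percentage of called genes that were higher was 43.8%, 52.8% and 22.7%, in CD45 RIT against TBI 50.9%, 54.9% and 33.6%, and in IgG RIT against TBI 28.8%, 27.3% and 11.3%. The median log2 fold change of all genes was -0.16, -0.42, -0.37, -0.13, -0.39 and -0.16 in the 6 comparisons, against -0.28, -0.94, -1.08, -0.31, -0.96 and -0.56 with library size only and -0.04, -0.21, -0.13, -0.09, -0.27 and -0.08 with RLE factors. A small change in either direction is therefore relative to the scaling. In TBI against untreated (reported 21.4%) the percentage was 39.4% with DESeq2, 42.3% with only the groups compared and 7.89% with the block, while 1348 of 4212 called genes were higher with voom weights and 234 of 632 with the erythroid score. With voom weights it was 87.0%, 75.5% and 82.7% in the 3 comparisons of CD45 RIT and 42.5% in IgG RIT against TBI, where the block gave 68.1%. In IgG RIT against untreated it was 51.3% with only the groups compared and 9.09% with the haematopoietic score. The haematopoietic score gave 33.3% in CD45 RIT against untreated, and the erythroid score 32.1% there and 38.4% in CD45 RIT against TBI.

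Of 72 alternative counts of passing lists, 67 lay within 1.5 times the reported count. With estimated inter-gene correlations, 3 lists passed for TBI, 0 for IgG RIT (2 at an unadjusted p under 0.05) and 4 for CD45 RIT against untreated, 5 each for CD45 RIT against IgG RIT and TBI, and 0 for IgG RIT against TBI (1 at an unadjusted p under 0.05). The haematopoietic score covariate left 1 list for CD45 RIT against untreated. Leaving out 1 replicate of the groups compared gave 4 to 7, 5 to 7, 7, 7, 7 and 2 to 4 lists. Fits that left CD45 RIT with 1 library are not in these ranges. Without TBI replicate 6, which is in neither group, 8 lists passed for CD45 RIT against untreated. Of 433 fits of named lists, 375 kept direction and side of the threshold, 57 lost the threshold and 1 reversed: with the covariate the p53 list in TBI tested as lower, with a median of 0.012.

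For the similarity of responses, sharing all untreated libraries gave 0.739 for TBI with IgG RIT, 0.150 for IgG RIT with CD45 RIT and 0.0259 for TBI with CD45 RIT, which reversed its sign. TBI with IgG RIT was 0.613 under the strict filter and 0.483 with a prior count of 0.5, and IgG RIT with CD45 RIT was 0.0381 by rank. Leaving out 1 replicate gave 0.444 to 0.567 for TBI with IgG RIT, -0.0980 to 0.0257 for TBI with CD45 RIT, which reversed without CD45 RIT replicate 2, and 0.0193 to 0.161 for IgG RIT with CD45 RIT. The cause was not tested.

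Of 617 fits of named genes, 501 kept direction and side of the threshold, 92 lost the threshold, 7 passed it only under the alternative, 10 moved and 7 reversed. With the haematopoietic score covariate the reversed values were 0.32, 0.23 and 0.22 for Pecam1 in TBI, IgG RIT and CD45 RIT against untreated, -0.25 and -1.25 for Cdkn1a in TBI and IgG RIT, and 0.12 for Ccng1 in IgG RIT. With library size only, Cdkn1a in IgG RIT was -0.22.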

Other observations

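The counts of other splits and the test of lost transcripts were fixed before their results were seen; the tests of depth, cell mixture, sex, gene length and Cdkn1a per stromal marker were chosen after the results they bear on were seen.

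The groups were regrouped to see how many genes other splits of the same libraries call. For TBI against untreated, 1 of the 24 splits that part as many same-numbered libraries as the real split, the real split itself, gave as many as 926 genes, and the highest other gave 70. Another 10 splits, drawn from the rest of the 126 possible, part fewer same-numbered libraries and gave 0 genes each. For IgG RIT against untreated, 1 of 8 comparable splits, the real one, gave as many as 3536 genes, and the other 27 of the 35 possible gave at most 1. For IgG RIT against TBI, 1 of 16 comparable splits, the real one, gave as many as 52 genes, and 15 others drawn gave at most 1. With 8 and 16 comparable splits the share cannot fall under 0.05, so the comparable splits alone do not decide these 2 comparisons; none of the other splits run gave as many genes. CD45 RIT has 2 libraries and was not regrouped.

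Technical explanations of the called genes were tested for the 3 comparisons with untreated. After all libraries were thinned to 16412800 counts, 964, 3566 and 6962 genes were called in TBI, IgG RIT and CD45 RIT, so library depth does not account for them. With sex as a covariate, 789, 3231 and 6055 were called; both CD45 RIT libraries had Y-linked counts, so sex was estimated from the other groups. Across 21117 genes, log2 fold change correlated with exon length at -0.00500 in TBI and -0.0872 in IgG RIT, which is small. In CD45 RIT the rank correlation was 0.148, a weak trend. This value argues against a gene length bias as the main source of the order of changes across genes. A contribution from gene length is not excluded by it. Genes are not independent replicates.

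A cell mixture is a candidate explanation of a large part of the differences. Of the 6 marker lists of other marrow cells, 6 differed from untreated in TBI, 5 in IgG RIT and 4 in CD45 RIT. Untreated libraries had haematopoietic sums of 3266 to 3718 CPM although cells were sorted as CD45-negative, and Cdh5 had at most 6 counts. In untreated libraries the neutrophil list summed to 10904 ± 1078 CPM (SD, n = 4) and the endothelial list to 254 ± 24.2 CPM (SD, n = 4). For the neutrophil list these sums argue against a change within endothelial cells as the source of its fallen sum. Outside that list, changes in the sorted cells themselves may produce the same shifts. Mixture and such changes cannot be separated there, because the haematopoietic score of every untreated library is above that of every treated library.

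CD45 RIT may also have lost transcripts before sequencing, as small samples can. Of genes at 10 CPM or more in all 12 other libraries, 1.66% were at or under 3 counts in CD45 RIT replicate 1 and 15.4% in replicate 2, against 0 to 0.0154% in the other 12 libraries, each tested on genes present in the remaining 11. A mixture without blood cells would give the same, and the input of cells per library was not used here.

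The rise of Cdkn1a in CD45 RIT may reflect a larger share of stromal cells. Cdkn1a counts per count of a stromal marker exceeded every untreated library in both CD45 RIT libraries for 5 of 16 stromal markers, Bglap, Ibsp, Alpl, Runx2 and Lum, and for the other 11 it did not. This rule sets the lower CD45 RIT value against the highest untreated value, so a marker that did not meet it may still show a rise over most untreated libraries. A stromal cell mixture therefore remains as an explanation, and a response within the cells is not excluded by it.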
